A study of Homo sapiens with 4 samples. Its data were reported in "Increase in DNA Damage by MYCN Knockdown Through Regulating Nucleosome Organization and Chromatin State in Neuroblastoma" (2019).

How the data were processed

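Nucleosome maps were analysed from BE(2)C cells, an established human neuroblastoma line with MYCN amplification. Cells had been transfected with a control siRNA or with an siRNA against MYCN. The labels give 80 nM siRNA, whereas the paper's methods state a lower final concentration. Crosslinked chromatin had been digested with micrococcal nuclease (MNase), which cuts the DNA between nucleosomes. The fragments protected by single nucleosomes were sequenced as read pairs. There were 4 libraries, replicates 1 and 2 of the control and replicates 1 and 2 of MYCN knockdown. Groups and replicate numbers were taken from the sample titles.

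The authors trimmed the reads with Trim Galore, mapped them to hg19 with Bowtie2, kept proper pairs with a mapping quality above 10 and removed PCR duplicates with Samtools. The midpoint of each read pair was taken as a nucleosome dyad, and nucleosomes were called in each library separately with Genetrack. The deposited read counts are whole-number counts of read-pair midpoints per called nucleosome, and the authors left out nucleosomes with fewer than 6 reads. The second deposited value is fuzziness, which the authors computed as the standard deviation (SD, in bp) of the midpoints around the called dyad. Versions of these tools were not stated. In the files every nucleosome was 147 bp long, the lowest read count was 6, and no 2 dyads of a library were closer than 147 bp. The paper describes occupancy as a normalized read count. The counts were taken here as unscaled, since they were whole numbers and their totals differed between libraries.

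These steps bear on the measurements. The total of a list is the number of reads in called nucleosomes and not the library depth, and library totals were not used here. A deeper library passes the minimum of 6 reads at more places, so absence from a list can mean that too few reads were there. Sums per bin or promoter count only reads in called nucleosomes. Removal of duplicates limits the reads that can start and end at the same bases. MNase digestion and amplification both depend on base composition, so GC content was examined.

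Coordinates are GRCh37 (hg19), counted from 1. The last nucleosome of each chromosome lay within the GRCh37 length. A GENCODE annotation on GRCh37 gave 20163 protein-coding genes with 20136 distinct names. The transcription start site (TSS) was that of the canonical transcript for the 19856 genes that had one marked. Promoters for nucleosome-free regions were kept when all 4 libraries had reads within 1 kb of the TSS, which left 20057. That filter was added later.

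Per library, the number of nucleosomes, the mean and median read count, fuzziness and the distance between neighbouring dyads (mean over distances of 100 to 300 bp) were computed. Group means were compared by an exact permutation test, two-sided. With 2 libraries per group there are 6 arrangements and the smallest p is 0.333, so no such comparison could pass 0.05. The same-numbered differences, knockdown minus control, were given beside the group difference. RPKM values in 10-kb bins were computed from the deposited counts, with the summed reads of each list as the total, and Pearson's r across bins was taken for the 6 pairs of libraries.

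Changes in occupancy were tested with edgeR 4.0.16 (R 4.3.3) on summed counts in 10-kb bins and in promoters from 2 kb upstream to 1 kb downstream of the TSS. The quasi-likelihood test with TMM scaling was used on features with a mean of at least 10 reads, and Benjamini-Hochberg adjusted p-values under 0.05 were called. The design had the group only. A second design added the replicate number as a block. The pairing comes from the replicate numbers in the sample titles, and whether it is real was checked by correlating the deviations of same-numbered libraries from their group means. DESeq2 1.42.0 was an alternative. Each test was also run on the other ways to split the 4 libraries into 2 pairs: replicate 1 against replicate 2, and a crossed split with control replicate 1 and knockdown replicate 2 against control replicate 2 and knockdown replicate 1. The crossed split has both groups and both depths on each side, so neither favours a side. In its edgeR fit, however, group and replicate differences both enter the residual spread. In the design with the group only, the replicate difference enters it as well. Such fits can call too few features, so the crossed split is not a calibrated measure of noise in edgeR.

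For nucleosome dynamics, mutually closest nucleosomes of 2 libraries formed a pair. A pair at distance 0 was fixed and a pair at 1 to 116 bp was shifted. The remaining nucleosomes were lost (control) or gained (knockdown). The authors applied similar definitions to pooled replicates, and mutual pairing is a reading of their description. Here they were applied to each of the 6 pairs of libraries, so that replicates of a group gave the background. The share of unpaired nucleosomes in control-by-knockdown pairs minus that in replicate pairs was tested over the 3 splits by an exact permutation test, one-sided, with a smallest p of 0.333.

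A nucleosome-free region (NFR) was a window from 200 bp upstream to 50 bp downstream of the TSS without a nucleosome lying at least 80% inside it. NFR loss was an NFR in both controls and a nucleosome in both knockdown libraries, and NFR formation was the opposite. A list of 225 DNA repair genes was written by hand, 220 of which had a promoter, and was compared with the other genes having an NFR in both controls by Fisher's exact test, two-sided. Genome-wide, gaps free of nucleosomes in both controls over at least 250 bp (and at most 5 kb) were counted as filled when both knockdown libraries had a nucleosome at least 80% inside.

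The groups, tests, repair gene list, rule for named genes and most alternatives were fixed before the data were examined. Alternatives were a minimum of 10 reads, equal depth (read counts thinned binomially to the smallest total, with the minimum of 6 applied again), other window, bin, gap and distance limits, one-way pairing, medians, other scaling and filters, the replicate block, and leaving out each library in turn. Added after seeing the data was the correction for GC content (a smooth trend per library as an offset, alone and with the replicate block). Also added were the pairs of libraries with different replicate numbers alone, the most upstream TSS and a list displaced by 5 kb. The last addition was leaving out each library for the segments with the highest reads. Genes were named by a rule. MYCN, SUPT16H, SSRP1, FEN1, SMC6 and RAD54B were always given. Of the bins past the threshold, the 3 merged regions with the strongest rise and the 3 with the strongest drop in all 4 control-by-knockdown pairs would be named. Also named were the 5 promoters with NFR loss that had the most reads in the new nucleosome, and the 3 segments with the highest reads relative to the median bin. Segments were runs of at least 5 bins, each at least 5 times the median bin.

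The pairing rule, the NFR rule and the edgeR test of bins were tested on simulated data, and the other steps were not. The pairing rule recovered 100% of 60000 simulated nucleosomes and the NFR rule 100% of 5000 promoters. The simulated nucleosomes lay farther apart than the real ones, so each partner was unambiguous, and each simulated promoter had a single nucleosome. These results show that the rules ran as written. They do not show that pairing finds true partners at the real density. With 20000 simulated bins at the dispersion of the real bins (0.00405), edgeR recovered 192 of 200 bins changed 1.5-fold and made 4 false calls. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 was used for the rest. Gene expression, histone modifications, enhancers and MYCN binding were not analysed here, and gene ontology terms were not used here.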

Results

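To examine how MYCN knockdown bears on nucleosome positioning, nucleosomes were mapped by MNase-seq in BE(2)C neuroblastoma cells given control siRNA (2 libraries) or siRNA against MYCN (2 libraries). Control replicate 1 had 10527010 nucleosomes holding 147726171 reads, and control replicate 2 had 12120711 nucleosomes holding 242544884 reads. MYCN knockdown replicate 1 had 10677252 nucleosomes holding 147370973 reads, and MYCN knockdown replicate 2 had 12178724 nucleosomes holding 239257113 reads. Replicate 2 was thus deeper than replicate 1 in both groups, and the depth was similar between groups at the same replicate number. The median nucleosome held 12 reads in both replicate 1 libraries and 18 reads in both replicate 2 libraries, so the presence of a typical nucleosome rested on few reads, mainly in replicate 1.

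MYCN, the targeted gene, was examined first. MNase-seq measures nucleosomes and not transcripts, so these libraries gave no check of the knockdown itself. The MYCN gene (ENSG00000134323.13_7) lies on chromosome 2 from 16080672 to 16087129 on the plus strand of GRCh37. Its promoter, from 2 kb upstream to 1 kb downstream of the TSS at 16080672, held 18725 and 23542 reads in control replicates 1 and 2, and 18820 and 23646 reads in knockdown replicates 1 and 2. The log2 change in the edgeR fit across promoters was 0.05 (adjusted p 0.999). The NFR window of MYCN held 1 nucleosome in each of the 4 libraries, with 857 and 752 reads in the controls and 806 and 794 reads upon knockdown. This promoter lies in an amplified segment where the median read count of a nucleosome was 95.7% and 95.4% of the highest read count of the library in control and knockdown replicate 2.

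Whether MYCN knockdown changed nucleosome organization on a genome scale was asked first with 1 value per library. The number of nucleosomes differed by 104128 between the group means, with same-numbered differences of 150242 and 58013. The mean read count per nucleosome was 17.02 ± 4.23 (SD, n = 2) in the controls and 16.7 ± 4.13 (SD, n = 2) upon knockdown, with same-numbered differences of -0.231 and -0.365 reads. Fuzziness was 35.3 ± 1.06 bp (SD, n = 2) in the controls and 35.3 ± 1.04 bp (SD, n = 2) upon knockdown, a difference of 0.00695 bp, with same-numbered differences of 0.0219 and -0.008 bp. The replicate block left that difference at 0.00695 bp and gave it an SD of 0.0211 bp over the same-numbered pairs. The mean distance between neighbouring dyads was 208.1 ± 0.852 bp (SD, n = 2) in the controls and 208.1 ± 0.722 bp (SD, n = 2) upon knockdown. Its same-numbered differences were -0.069 and 0.115 bp. The most frequent distance was 185 and 184 bp in control replicates 1 and 2, and 184 and 183 bp in knockdown replicates 1 and 2. The median over all distances was 224 and 212 bp in the controls, and 223 and 211 bp upon knockdown. The most frequent and the median distance were thus lower upon knockdown at both replicate numbers, and they were not tested. Exact permutation tests (two-sided, n = 2 per group) gave p 0.667 for number and for mean read count, and p 1 for fuzziness and spacing, where 0.333 was the smallest p the design allows. Each difference was smaller than the gap between replicate 1 and replicate 2, which was 1.49 bp for fuzziness and 5.91 reads for the mean read count. Number rose and mean read count fell in both same-numbered pairs, where the gap between replicates does not enter, and with 2 pairs this was not tested. Leaving out a library moved the difference in number the most, from -692723 to 900978, and the remaining groups then differed in depth.

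Reads in 10-kb bins were highly correlated across 284817 bins, which are not independent replicates. Pearson's r was 0.9933 between the 2 controls and 0.9939 between the 2 knockdown libraries. Between control and knockdown libraries it was 0.9978 and 0.9970 at the same replicate number, and 0.9939 and 0.9925 at different numbers. Libraries of the same replicate number were therefore more alike than replicates of a group. Leaving out bins above the 99th percentile lowered the mean r of the replicate pairs the most, from 0.9936 to 0.965.

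Occupancy per 10-kb bin was then tested with edgeR. None of 284468 bins passed an adjusted p of 0.05 between control and knockdown (0 bins, with 9391 at an unadjusted p under 0.05), and the smallest adjusted p was 0.0747. The same test called 5399 bins between replicate 1 and replicate 2, and 0 bins in the crossed split (2778 at an unadjusted p under 0.05). Without any effect, a share of 0.05 of the bins would have such a p. Both 9391 and 2778 lay below that share, so these fits were conservative and their 0 bins do not show that nothing changed. The median absolute log2 change was 0.06 between control and knockdown, 0.08 between replicate numbers and 0.05 in the crossed split, and 95.6% of bins changed by less than 0.2 on the log2 scale. The replicate block moved the count of changed bins the most. With replicate number as a block, edgeR called 88 bins, 14 up and 74 down (25577 at an unadjusted p under 0.05). Deviations from the group means had a correlation of 0.468 across bins between same-numbered libraries. The first principal component (56.0% of the variance) separated the replicate numbers, so the libraries grouped by number. Depth also went with replicate number, so real pairing was not separated from a shared effect of depth. With the GC correction added to the block, 2 bins remained (16178 at an unadjusted p under 0.05). With the GC correction alone there were 0 (4947 at an unadjusted p under 0.05, against 3402 in the crossed split), and DESeq2 without the block called 0 (3766 at an unadjusted p under 0.05).

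The log2 change between control and knockdown fell with GC content, with r -0.41 across bins. The relation held within both replicate numbers, at r -0.29 for replicate 1 and r -0.32 for replicate 2. Replicate 2 against replicate 1 showed the same slope, at r -0.28 in the controls and r -0.23 in the knockdown libraries. At different replicate numbers, knockdown replicate 2 against control replicate 1 gave r -0.446, and knockdown replicate 1 against control replicate 2 gave r 0.027. The 88 bins called with the block had a median GC content of 51.9%, against 39.8% over all bins. Those going down had a median of 53.9% and those going up a median of 35.0%.

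**Figure D1:**
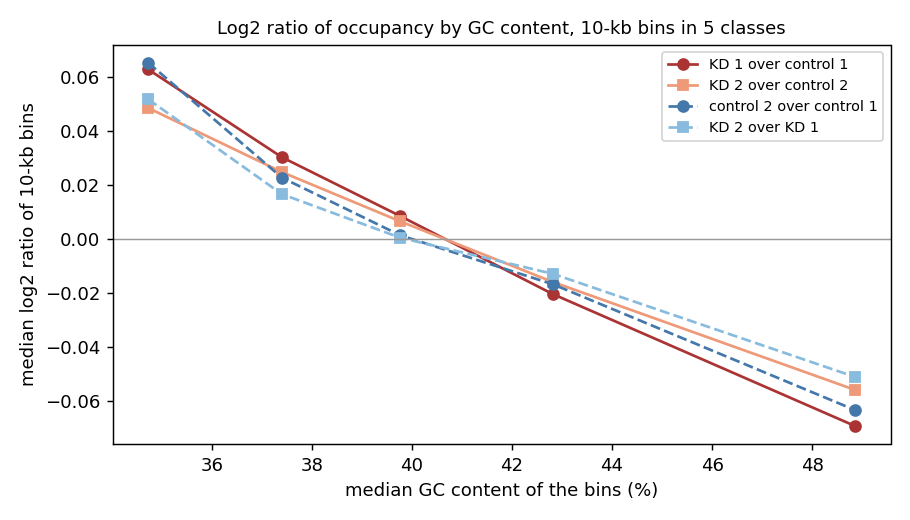
Median log2 ratio of reads in 10-kb bins (y axis) in 5 classes of about equal size by GC content (x axis, median GC in %), with solid lines for knockdown over control at replicates 1 and 2 and dashed lines for replicate 2 over replicate 1 in the controls and in the knockdown libraries. All 4 lines fall, the knockdown lines from 0.06 and 0.05 in the most AT-rich class to -0.07 and -0.06 in the most GC-rich class, and the replicate lines from 0.07 and 0.05 to -0.06 and -0.05.

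The 3 segments with the highest reads relative to the median bin were chromosome 2 from 16070001 to 16280000, chromosome 2 from 16330001 to 16610000 and chromosome 16 from 46380001 to 46440000. They reached 103.8, 102.7 and 53.2 times the median bin over the 4 libraries. The first of them holds MYCN, and no protein-coding gene of the annotation overlapped the others. For those others, high reads alone do not show amplification, since mappability and copy number were not tested. In the MYCN segment the fold was 122.4 and 85.3 in control replicates 1 and 2, and 122.1 and 85.3 in knockdown replicates 1 and 2. The median read count of a nucleosome there was 81.9% and 95.7% of the highest read count of the library in control replicates 1 and 2, and 82.3% and 95.4% in knockdown replicates 1 and 2, so the measure was near its upper limit and a similar fold in both groups does not show that they were alike. Leaving out each library in turn kept the fold of this segment between 97.5 and 109.9.

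Positions of individual nucleosomes were compared between libraries as fixed, shifted, lost or gained. Over the 4 control-by-knockdown pairs, 1.17% ± 0.102 of control nucleosomes were fixed, 83.3% ± 4.75 were shifted and 15.6% ± 4.79 were lost, while 16.3% ± 5.20 of knockdown nucleosomes were gained (SD over 4 pairs, which share libraries). The limit on distance moved the shares of shifted, lost and gained nucleosomes the most, and at under 74 bp 72.0% were shifted. Replicates of a group differed as much. The share of nucleosomes without a partner was 16.97% ± 0.250 (SD, n = 2) between replicates of a group. It was 15.3% on average between control and knockdown at the same number and 16.99% at different numbers. The share in all control-by-knockdown pairs minus that in replicate pairs was -0.834 percentage points (exact permutation test over 3 splits, one-sided, p 0.667, where 0.333 is the smallest possible). With the replicate block, that is in the same-numbered pairs alone, it was -1.69 percentage points, and at equal depth over all 4 pairs it was -0.109. In the 2 pairs with different numbers, whose depths differ as in the replicate pairs, it was 0.018. When 1 list of each pair was displaced by 5 kb, 77.4% of control nucleosomes still had a partner at a shifted distance and 0.406% were fixed.

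**Figure D2:**
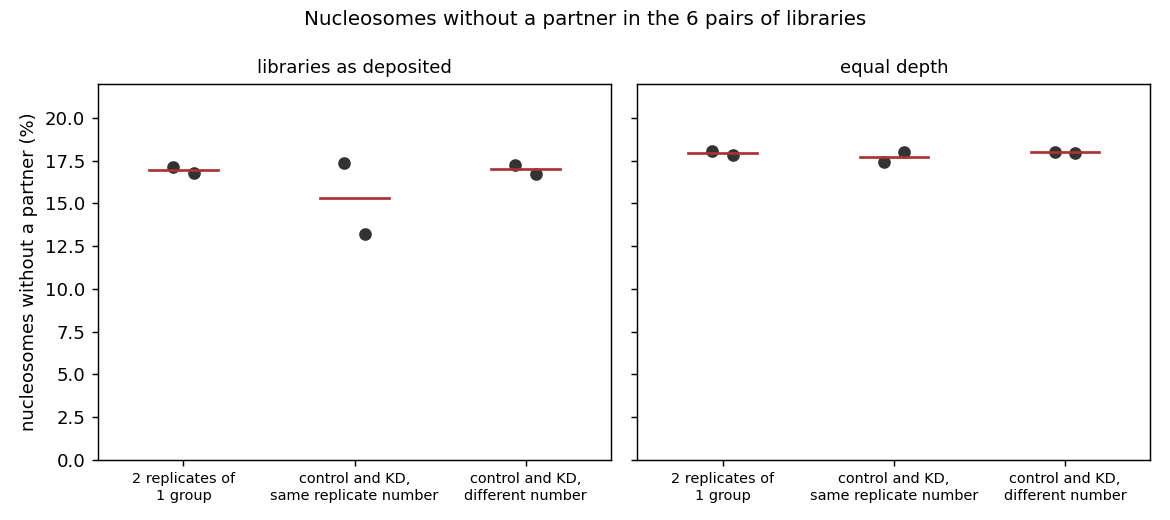
Share of nucleosomes without a partner (y axis, %) in the 6 pairs of libraries, as deposited (left) and at equal depth (right), with a point per pair and a line at the mean of each kind of pair (x axis). As deposited the means are 16.97% for replicates, 15.3% for control against knockdown at the same number and 16.99% at different numbers, and at equal depth they are 17.96%, 17.7% and 17.998%.

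NFRs in promoters were examined next. Around the TSS the reads of all 4 libraries dipped and then rose to a peak at 125 bp downstream. The NFR window had 0.702 and 0.656 of the reads of the flanks in control replicates 1 and 2, and 0.668 and 0.660 in knockdown replicates 1 and 2. Of 20057 promoters, 58.4% and 52.6% had an NFR in control replicates 1 and 2, and 60.2% and 52.1% in knockdown replicates 1 and 2.

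**Figure D3:**
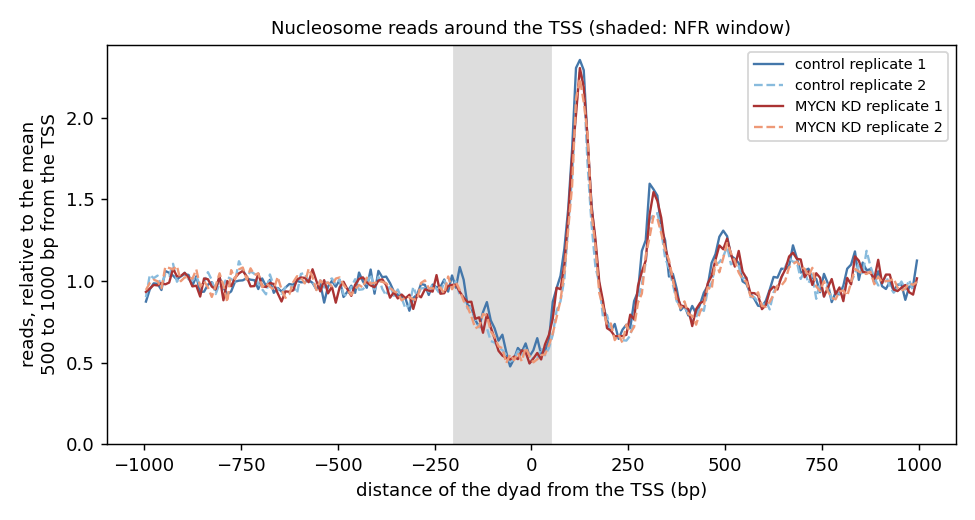
Reads by distance of the dyad from the TSS (x axis, bp) relative to the mean at 500 to 1000 bp (y axis), with a line for each of the 4 libraries and the NFR window shaded. The lines overlap, with lowest values of 0.477 and 0.496 in the controls and 0.495 and 0.496 upon knockdown, and peaks at 125 bp of 2.36 and 2.29 in the controls and 2.31 and 2.24 upon knockdown.

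Of 8446 promoters with an NFR in both controls, 444 (5.26%) held a nucleosome in both knockdown libraries, which is NFR loss. Of 8546 promoters with an NFR in both knockdown libraries, 483 (5.65%) held a nucleosome in both controls, which is NFR formation. The crossed split gave 399 and 492 promoters in its 2 directions, and replicate 1 against replicate 2 gave 905 and 360. The counts for knockdown were therefore within the range that the same libraries gave when the groups were mixed. At equal depth they were 443 and 499, against 406 and 503 in the crossed split. The replicate block moved the counts the most, as the same-numbered comparisons, each of 1 library with 1 library, gave on average 2465 promoters with NFR loss and 2601.5 with NFR formation. Replicates of the control alone gave 3261 from replicate 1 to replicate 2 and 2107 in the other direction.

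**Figure D4:**
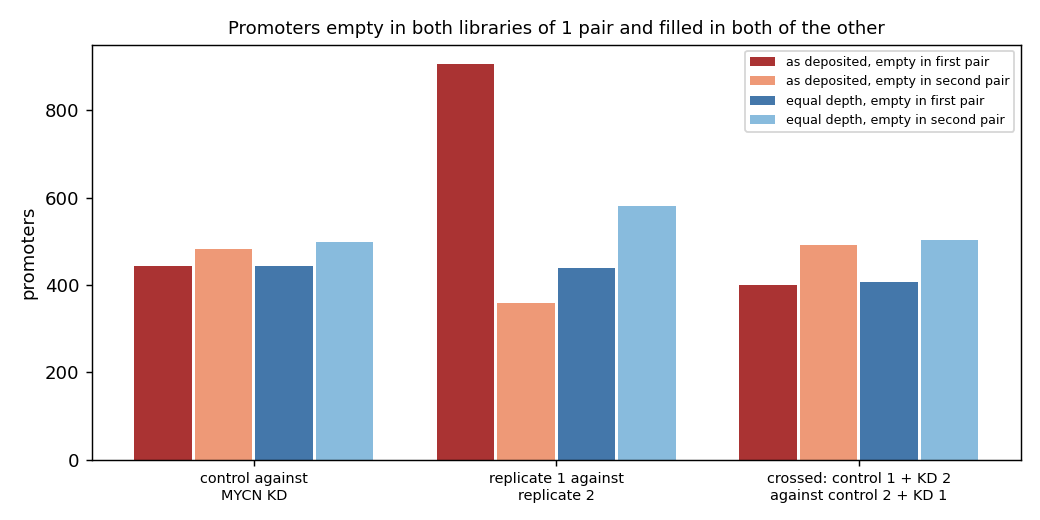
Promoters (y axis) empty in both libraries of 1 pair and filled in both of the other, for the 3 splits of the 4 libraries (x axis), in each direction, as deposited (red bars) and at equal depth (blue bars). As deposited the counts are 444 and 483 for control against knockdown, 905 and 360 for replicate 1 against replicate 2, and 399 and 492 for the crossed split, and at equal depth the 3 splits range from 406 to 582.

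The study singled out DNA repair genes, so their share of NFR loss was tested. None of 153 repair genes with an NFR in both controls lost it (0 genes), against 444 of 8293 other genes (5.35%), with p 0.00038 by Fisher's exact test, two-sided. In the opposite direction, 4 of 159 repair genes and 479 of 8387 other genes showed NFR formation (Fisher's exact p 0.115). The crossed split, in its first direction, also gave 0 of 148 repair genes against 399 of 8210 other genes (Fisher's exact p 0.00133). The most upstream TSS, added after seeing the data, moved the odds ratio the most, from 0 to 0.379, with 3 of 120 repair genes and a Fisher's exact p of 0.0885. Counting a nucleosome at 50% inside the window gave 2 of 112 repair genes, an odds ratio of 0.310 and a Fisher's exact p of 0.0916. Replicate 1 against replicate 2 gave 9 of 169 repair genes (Fisher's exact p 0.0634) and, in the other direction, 3 of 151 (Fisher's exact p 0.166).

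The 5 promoters with NFR loss that had the most reads in the new nucleosome were all without a nucleosome in both controls by the 80% rule. The window of AL627309.1 on chromosome 1 from 139329 to 139579 held 41 and 76 reads in knockdown replicates 1 and 2. SPDYE14 on chromosome 7 from 74936329 to 74936579 held 28 and 51 reads, and AL603965.1 on chromosome 10 from 47746762 to 47747012 held 26 and 45. ENSG00000283952 on chromosome 1 from 211361825 to 211362075 held 32 and 39 reads, and NUP210L on chromosome 1 from 154127499 to 154127749 held 26 and 43. These windows span the annotated TSS and so cover the start of the first exon and the sequence upstream of it. With the 50% rule, 0 of these 5 had NFR loss. Values at members of gene families such as SPDYE14 are given as uncertain, since mappability was not tested here.

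Occupancy of whole promoters was tested with edgeR on 20080 promoters. There were 0 changed promoters between control and knockdown (629 at an unadjusted p under 0.05), with a smallest adjusted p of 0.999. With the replicate block there were also 0 (1170 at an unadjusted p under 0.05), and the deviations of same-numbered libraries had a correlation of 0.290 across promoters. The 629 promoters of the fit without the block were fewer than a share of 0.05 of those tested, so that fit was conservative. Replicate 1 against replicate 2 gave 58 promoters. Among the alternatives, which all gave 0, the window of the NFR alone gave 256 of 10226 promoters at an unadjusted p under 0.05. SUPT16H and SSRP1, which encode the subunits of the histone chaperone FACT, had log2 changes of -0.13 and 0.40. The NFR window of SUPT16H (chromosome 14, 21852128 to 21852378) was without a nucleosome only in control replicate 1 and held 15 reads in control replicate 2 and 7 and 14 reads upon knockdown. The window of SSRP1 (chromosome 11, 57103316 to 57103566) was empty in all 4 libraries. SMC6 (chromosome 2, 17935027 to 17935277) and RAD54B (chromosome 8, 95487293 to 95487543) were also empty in all 4, with log2 changes in the promoter of 0.32 and 0.05. FEN1 (chromosome 11, 61560183 to 61560433) held a nucleosome in all 4, with 7 and 10 reads in the controls and 7 and 15 upon knockdown, and its promoter rose by 0.66 on the log2 scale, from 53 and 103 reads to 76 and 167 reads (unadjusted p 0.0305 in edgeR). The adjusted p of each of these 5 promoters was 0.999 in edgeR's quasi-likelihood test with the group only, so none passed the threshold. In that test the unadjusted p was 0.0744 for SSRP1 and 0.0536 for SMC6. Like FEN1, both rose at each replicate number, SSRP1 from 70 to 104 and 154 to 180 reads and SMC6 from 103 to 143 and 246 to 277. SUPT16H fell at each, from 177 to 145 and 287 to 272 reads, and RAD54B went both ways.

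Gaps free of nucleosomes were counted without regard to annotation. Of 211654 gaps free of nucleosomes in both controls, 36648 (17.3%) were filled in both knockdown libraries. Of 183445 gaps free in both knockdown libraries, 24935 (13.6%) were filled in both controls, so that 1.47 gaps were filled upon knockdown for each gap emptied. The crossed split gave 30419 and 29813 gaps, a ratio of 1.02. Replicate 1 against replicate 2 gave 286684 and 4326. Equal depth moved the count of filled gaps the most, to 119499, with a ratio of 1.44 against 1.02 in the crossed split and 1.11 between replicate numbers.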

Values the study reported

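The study reported a share of more than 98% and worded it as shifted nucleosomes being assembled or evicted when MYCN was knocked down. That is read here as the share of all nucleosomes that were shifted, assembled or evicted. For a set of 1,099 promoters, the study reported that 74% combined NFR loss upon knockdown with binding of MYCN in control cells.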

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

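All alternatives were fixed ahead of the analysis except those said here to be added. The added ones were the GC correction, pairs with different replicate numbers, the most upstream TSS, and leaving out libraries for the high-read segments. Their tests were chosen only after the result was seen. For 31 results, 161 alternative values were computed. Of these, 111 kept their direction and side of the threshold, or for values without a test stayed within the spread between libraries or pairs of libraries, 40 moved by more, 4 were weaker, 2 were stronger and 4 reversed. The 111 include 8 values of the opposite sign, all with 1 library left out, which lay within the spread between replicates (2 each for number, mean read count, fuzziness and spacing). The cause was not tested except where given.

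The directions of the differences in fuzziness and mean spacing were unstable. The difference in median fuzziness was 0, as was that in median read count. With at least 10 reads per nucleosome the fuzziness difference became -0.0046 bp, and with distances of 120 to 250 bp the spacing difference became -0.104 bp. The median distance, lower upon knockdown as deposited, was 257 and 221 bp in replicates 1 and 2 of both groups with at least 10 reads. The correlation of replicates over 10-kb bins went to 0.977 on the log2 scale, 0.965 without the bins above the 99th percentile, 0.965 in 1-kb bins and 0.969 as Spearman's rho.

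The number of changed 10-kb bins, 0 without the block, was 88 with the replicate block and 2 with the block and the added GC correction. At an unadjusted p under 0.05 the counts in these 3 fits were 9391, 25577 and 16178. The median absolute log2 change was 0.040 in 50-kb bins, and 0.072 to 0.090 across the fits that each left out 1 library.

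At a minimum of 10 reads, 76.8% of nucleosomes were shifted, 22.1% lost and 22.8% gained. At a distance under 74 bp these shares were 72.0%, 26.8% and 27.5%. The excess of unpaired nucleosomes over replicates was -0.834 percentage points over all pairs. It went from -1.93 to 0.513 with 1 library left out, and was positive only without control replicate 2 among those 4 values. It was 0.018 percentage points in the added pairs with different replicate numbers and 0.043 in those pairs at equal depth.

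NFR loss went to 282 promoters at 50% of a nucleosome, 294 with the window of 150 bp, 2465 in the same-numbered comparisons (replicate block), and 878 to 1537 with 1 library left out. NFR formation went to 316 with the window of 150 bp, 2601.5 in the same-numbered comparisons, and 1021 to 1533 with 1 library left out. Fewer libraries have to concur in the last 2 settings, which raises the counts. The odds ratio of repair genes was no longer past the threshold at 50% of a nucleosome (0.310) and with the added most upstream TSS (0.379).

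Gaps filled upon knockdown numbered 12916 at a length of at least 400 bp, 56574 at 50% of a nucleosome, 119499 at equal depth and 95037 at a minimum of 10 reads. Depth limits these counts, as 211654 gaps were free of nucleosomes in both controls as deposited and 503137 at equal depth.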

Other observations

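The tests below were chosen only after the result was seen, except for those of GC-matched repair genes, of fuzziness in the MYCN segment, of gaps by GC content and of fuzziness at equal read count, and except for the gap ratio at equal depth and the counts of NFR promoters in the crossed split, which were part of the design.

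The number of promoters with NFR loss in both replicates was 444. That is lower than the number of promoters quoted from the study above. The study's wording leaves open whether its number counts promoters with NFR loss or a wider set, and its replicates were pooled. With 1 library left out the number was 878 to 1537, and in same-numbered comparisons of single libraries it was 2465 on average. The direction thus depends on how many libraries have to concur and, with 1 left out, on which one.

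Most of the dynamics of nucleosomes may be noise between libraries. Pairs of control and knockdown libraries with different replicate numbers left 0.018 percentage points more nucleosomes unpaired than replicates of a group did. The larger direction of the crossed split gave 492 promoters, against 444 with NFR loss upon knockdown. The share of shifted nucleosomes may mainly reflect overlap by chance at this density, since 77.4% of nucleosomes were still shifted after 1 list was displaced by 5 kb, against 83.3% with real positions. Fixed nucleosomes exceeded chance, at 1.17% against 0.406%, and replicates of a group had 1.12% fixed over both libraries against 1.12% in the control-by-knockdown pairs with different numbers. The new nucleosomes behind NFR loss were thin, with medians of 10 and 15 reads in knockdown replicates 1 and 2 and 49.3% and 26.1% of them under 10 reads. In promoters filled in all 4 libraries the medians were 14 and 21 reads in the same libraries. Such a contrast can follow from the selection, since those promoters had to hold a called nucleosome in every library. Promoters with NFR formation had the same medians, 10 and 15 reads in control replicates 1 and 2. These read counts therefore do not tell noise from an effect of the knockdown. A biological change at a small number of promoters was not excluded by these tests.

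The 88 bins called with the replicate block are consistent with an effect of GC content. The log2 change had r -0.408 with GC across bins, and 2 bins were left in the same design once the GC trend was removed. Since replicate 2 against replicate 1 had a slope of the same sign, a difference in digestion or amplification between preparations is a candidate explanation, which the files cannot separate from an effect of the knockdown on GC-rich chromatin.

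More gaps were filled upon knockdown than emptied, and this excess stayed at equal depth, with a ratio of 1.44. At a minimum of 10 reads the ratio was lower, at 1.26 against 1.05 in the crossed split. It was 1.41 at 50% of a nucleosome and 1.59 for gaps of at least 400 bp. The excess may share the dependence on GC content, since the ratio fell from 1.70 in the most AT-rich class of bins through 1.49, 1.45 and 1.21 to 0.972 in the most GC-rich class. A difference in the total of reads in called nucleosomes thus did not account for the excess. Sequencing depth itself was not known, and thinning cannot bring back nucleosomes that had too few reads to be listed. Whether GC content could account for the whole excess was not settled, since the middle class had a ratio of 1.45 with a median log2 change of 0.01 over its bins, and the GC content of the gaps themselves was not measured. Replicate 2 against replicate 1 had a similar slope with GC and a ratio of 1.11 at equal depth. Differences in digestion were not tested, and the excess is not called biological here.

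One of the 2 bins left with block and GC correction lay on chromosome 2 from 135870001 to 135880000 inside RAB3GAP1 (gene from 135809859 to 135934237, plus strand), where the bin overlaps 3 exons. It had 524 and 904 reads in control replicates 1 and 2 and 360 and 646 reads upon knockdown, a log2 change of -0.50 that was lower in 4 of 4 control-by-knockdown pairs. The adjusted p of edgeR's quasi-likelihood test was 0.0747 without the block, 0.000211 with it and 7.81e-06 with block and GC correction. In both controls a nucleosome was called with its dyad at 135875258 (104 reads) and 135875255 (133 reads), in an intron beside a stronger one, and none was called there upon knockdown. That missing call did not account for the whole drop, since the rest of the bin, without the nucleosomes within 300 bp of the strongest dyad of each library (which took out a further one with 6 reads in knockdown replicate 1), fell by 0.29 on the log2 scale. The drop may therefore be more than an effect of calling, but other technical sources such as a difference in copy number between the cultures were not tested, and it is not called biological here. The other bin, on chromosome 6 from 58770001 to 58780000, had 17579 and 6166 reads in the controls and 17603 and 4307 reads upon knockdown, so its replicates differed far more than the groups.

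By the main rule repair genes were absent from the promoters with NFR loss, whereas the study described them as enriched there. These results are not like for like. The study tested gene ontology terms and pooled its replicates. Here a list written by hand was tested, loss was required in both replicates, and the background was genes with an NFR in both controls. Loss was seen in 2 of 112 at 50% of a nucleosome (Fisher's exact p 0.0916) and in 3 of 120 with the most upstream TSS (Fisher's exact p 0.0885). GC content did not account for the absence by the main rule, as 0.03% of 10000 GC-matched draws of other genes lost as few NFRs, with 7.48 lost on average. The depletion may be a property of these promoters unrelated to the knockdown, because the crossed split showed it as well (Fisher's exact p 0.00133, 0 of 148). The other direction of the crossed split gave 5 of 165 (Fisher's exact p 0.173). Replicate 1 against replicate 2 gave 9 of 169 and 3 of 151 as deposited, and 0 of 169 and 3 of 169 at equal depth (Fisher's exact p 0.0006 and 0.0135). The share of repair genes was below that of the other genes in each of these comparisons, but a share of 0 was not seen in each.

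In the MYCN segment the fold over the median bin was lower in replicate 2 than in replicate 1 in both groups, and a ceiling on reads per position is a candidate explanation. The highest read count of a nucleosome was the same in all 4 libraries, exactly 12 reads per base, and 35, 68, 41 and 70 nucleosomes reached it in control replicates 1 and 2 and knockdown replicates 1 and 2, over the whole genome. Within the MYCN segment this limit was reached in both replicate 2 libraries, while the highest read count in both replicate 1 libraries was 1749, below the limit. Reads in the segment rose 1.14-fold from replicate 1 to replicate 2, over 929 and 916 nucleosomes in the controls and 933 and 916 upon knockdown, with 9.83 and 11.5 reads per base in the controls and 9.88 and 11.4 upon knockdown. Reads in all nucleosomes rose 1.63-fold. Median fuzziness in the segment was 41.85 bp on average in replicate 2, close to the 42.4 bp that an even spread of reads over a nucleosome would give, while the genome-wide medians were 35.1 to 36.5 bp. The data are consistent with read positions filled up to a limit, such as removal of duplicates or a limit set in nucleosome calling could impose. In that case the amplification of MYCN is understated here and positions within the segment carry little information. No biological explanation was tested.

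Fuzziness was 1.49 bp higher in replicate 2 than in replicate 1. Among nucleosomes with 12 to 18 reads the gap was 1.06 bp, so most of it remained at a similar number of reads. The median was 12 reads in replicate 1 and 18 in replicate 2. The range thus took stronger nucleosomes of replicate 1 and weaker ones of replicate 2, and an effect of depth was not excluded. A difference in digestion between the preparations could be a source but was not tested.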
